# Muscone Promotes PINK1/Parkin-Associated Mitophagy to Suppress NLRP3 Inflammasome Activation: Implications for Endotoxemia Therapy

**DOI:** 10.3390/ph19060816

**Published:** 2026-05-23

**Authors:** Ziwei Yan, Minrui Li, Dan Li, Wentian Hua, Haoxue Cao, Yufei Li, Li Che, Xiyi Chen, Zhicheng Lai, Yi Wang, Guofang Shen, Jing Qian

**Keywords:** muscone, NLRP3 inflammasome, PINK1/Parkin-associated mitophagy, mitochondrial quality control, macrophages, endotoxemia

## Abstract

**Background**: The NLRP3 inflammasome drives pathological inflammation in various diseases. PINK1/Parkin-associated mitophagy serves as a critical negative regulator of NLRP3 activation, yet pharmacological enhancers remain scarce. Muscone, a natural macrocyclic ketone with blood–brain barrier permeability, exhibits potent anti-inflammatory properties; however, its mechanistic role within the NLRP3-mitophagy axis remains undefined. **Methods**: LPS/ATP-stimulated macrophages were employed to assess stage-specific effects of muscone on NLRP3 priming (NF-κB signaling, NLRP3, and pro-IL-1β expression) and activation (ASC oligomerization, ASC–pro-caspase 1 complex formation, and IL-1β secretion). RNA sequencing and bioinformatic analysis were performed for pathway enrichment. Mitophagy was characterized by MitoSOX Red staining for mt-ROS detection, electron microscopy, Western blotting of LC3B-II in isolated mitochondria and PINK1 and Parkin in whole-cell lysates, and live-cell mitochondria–lysosome tracking. In vivo protective efficacy was assessed in an LPS-induced endotoxemia mouse model. **Results**: Muscone dose-dependently suppressed both the priming and activation stages of the NLRP3 inflammasome, maximally reducing IL-1β secretion by ~60% at 50 μM. Mechanistically, muscone amplified PINK1/Parkin-associated mitophagy, scavenging excessive mt-ROS and attenuating NLRP3 activation. These effects were corroborated by RNA-seq and comprehensive functional assays. In vivo, muscone (30 mg/kg) significantly improved survival (3/8 mice alive at 98 h when all LPS controls had died; 2/8 survived to the 132-h endpoint), with concomitant enhancement of mitophagy markers in peritoneal macrophages. **Conclusions**: Muscone functions as a PINK1/Parkin-associated mitophagy enhancer that maintains mitochondrial quality control during NLRP3-driven inflammatory responses. Its unique macrocyclic structure and blood–brain barrier permeability provide a promising scaffold for developing therapeutics against inflammatory disorders associated with NLRP3 inflammasome activation.

## 1. Introduction

The NOD-like receptor protein 3 (NLRP3) inflammasome is a cytosolic multiprotein complex that serves as a central driver of innate immunity and inflammation [1,2]. Upon activation by pathogen- or damage-associated molecular patterns, it orchestrates caspase-1-dependent maturation of interleukin-1β (IL-1β) and IL-18, as well as pyroptotic cell death—processes implicated in diverse inflammatory disorders, including endotoxemia and sepsis [3]. This canonical activation involves two steps: an initial priming stage driven by nuclear factor kappa B (NF-κB) signaling and a subsequent activation stage triggered by NLRP3-apoptosis-associated speck-like protein containing a CARD (ASC) complex assembly [4]. While the priming stage is well characterized, the precise triggers for activation remain elusive. Nevertheless, mitochondrial-derived danger signals such as mitochondrial reactive oxygen species (mt-ROS) and mitochondrial DNA (mt-DNA) are indispensable, pointing to impaired mitochondrial quality control as a potential regulatory node [5]. Pharmacological strategies targeting this axis, however, remain to be fully explored.

Autophagy is an intracellular catabolic process that degrades cellular components via double-membrane autophagosomes [6]. Among its selective forms, mitochondrial autophagy—termed mitophagy—specifically eliminates damaged mitochondria to preserve cellular homeostasis [7], with the PTEN-induced putative kinase 1 (PINK1)/Parkin pathway being the best-characterized mechanism. This pathway operates as follows: mitochondrial depolarization stabilizes PINK1, which recruits and activates the E3 ubiquitin ligase Parkin; activated Parkin then ubiquitinates outer mitochondrial membrane proteins, tagging them for autophagy adapter recognition, microtubule-associated protein 1 light chain 3 (LC3)-mediated engulfment, and lysosomal degradation [8,9]. Importantly, this quality control mechanism has emerged as a functional suppressor of NLRP3 inflammasome activation, largely by removing the mt-ROS that fuels its assembly [10]. While genetic studies—PINK1 or Parkin knockout in particular—have firmly established this axis [11], pharmacological enhancers of PINK1/Parkin-mediated mitophagy remain scarce, representing a significant unmet therapeutic need.

Muscone (3-methylcyclopentadecan-1-one) is the principal active component of musk (Shexiang, Moschus), a traditional Chinese medicine derived from the abdominal secretions of male musk deer (genus Moschus) [12,13]. This natural macrocyclic ketone exhibits diverse biological activities, including cerebrovascular protection, anti-inflammatory, and neuroprotective effects [14]. Critically, its high lipophilicity and blood–brain barrier permeability [15] position it as a promising scaffold for central nervous system (CNS)-targeted drug development. Regarding NLRP3 inflammasome regulation, muscone has been reported to attenuate neuroinflammation by regulating mitochondrial fission [16] and to relieve inflammatory pain via NLRP3 inflammasome suppression in microglia [17]. However, whether muscone directly engages the mitochondrial quality control machinery to suppress NLRP3 activation remains unknown.

Building upon our prior identification of muscone as an NLRP3 inhibitor from the traditional formula Baobaodan [18], the present study elucidates its molecular mechanism of action. Using LPS/ATP-stimulated macrophages and an endotoxemia mouse model, we demonstrate that muscone functions as a PINK1/Parkin-associated mitophagy enhancer, thereby attenuating NLRP3-driven inflammation through mitochondrial quality control. These findings establish a pharmacological link between mitochondrial clearance and innate immune regulation, with implications for developing CNS-penetrant NLRP3-targeted therapeutics.

## 2. Results

### 2.1. Muscone Suppresses Both Priming and Activation of the NLRP3 Inflammasome

To dissect the stage-specific effects of muscone, we administered it either during priming (“Before”) or after priming (“After”) in LPS/ATP-stimulated macrophages (Figure 1A,B). Since IL-1β production requires full NLRP3 activation, whereas TNF-α reflects NF-κB signaling alone, differential effects on these cytokines indicate distinct mechanisms. ELISA showed that muscone concentration-dependently inhibited IL-1β in both stages (maximal suppression ~60% at 50 μM) and TNF-α during priming (by ~70% at 50 μM), but not during activation, suggesting differential targeting of NF-κB-dependent versus NF-κB-independent mechanisms (Figure 1C,D). These concentrations (12.5–50 μM) were confirmed to be non-cytotoxic to peritoneal macrophages at both 1 h and 6.5 h post-treatment by MTT assay (Figure S1).

Western blotting confirmed these differential effects: muscone added before LPS reduced NLRP3, pro-IL-1β, and mature IL-1β, accompanied by decreased p-P65, indicating NF-κB pathway inhibition (Figure 1E). Conversely, muscone added after LPS priming did not alter NLRP3, pro-IL-1β, or ASC levels (Figure 1F), demonstrating NF-κB-independent suppression of inflammasome activation.

We next investigated assembly machinery directly by assessing ASC oligomerization, speck formation, and pro-caspase-1 recruitment—hallmark events of NLRP3 activation [19]. Muscone markedly curtailed ASC speck formation (~70% reduction in speck-positive cells, Figure 2A,B) and oligomerization without altering total ASC (Figure 2C). Moreover, muscone disrupted ASC–pro-caspase-1 interaction induced by LPS + ATP (Figure 2D). These findings establish that muscone suppresses NLRP3 activation, yet the underlying mechanism remains elusive.

### 2.2. RNA-Seq Links Muscone’s Suppression of NLRP3 Activation to Mitophagy

To identify potential mediators, RNA-seq was performed on stage 2-restricted conditions on untreated (Control), LPS + ATP (Model), and muscone-treated (50 μM, 0.5 h prior to ATP stimulation, MUS) cells. 

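The libraries were made from poly-A RNA of mouse peritoneal macrophages, with 2 libraries in each of the 3 groups. Model cells received 500 ng/mL LPS, a bacterial cell wall component that primes the NLRP3 inflammasome, for 5.5 h, followed by 2 mM ATP, which triggers its assembly, for 0.5 h. MUS cells received the same LPS and ATP, with muscone added 5 h after LPS. The authors deposited one table with the FPKM of 54532 genes in each library, quantified with RSEM according to the paper's methods. Gene positions in the table are those of the mouse genome build GRCm38, as 98.3% of the 54495 gene identifiers that are also in GENCODE M21 had the same start and end there. In every library, FPKM multiplied by gene length was a whole multiple of one step, within a tolerance of 0.1 of that step. The number of fragments on each gene could therefore be recovered from the table. The fragments on genes numbered 15742538 and 17135442 in Control, 15529580 and 15526321 in Model, and 16222724 and 16481372 in MUS. For a gene of 1 kb, 1 fragment corresponded to 0.0437 FPKM in Control replicate 1 and to 0.0709 FPKM in Model replicate 1. The per-million scale of the deposited values was 1.45 and 1.34 times these fragment totals in the Control libraries, but between 0.909 and 0.998 times in the Model and MUS libraries. The paper's text does not describe this scaling, and the deposited values were used without a further one.

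For differential expression, log2(FPKM + 1) was taken and the 9794 genes with a mean FPKM of at least 1 over the 6 libraries were tested. Adding 1 makes the fold change of a gene with a low FPKM smaller than the ratio of its group means. limma was fitted to all 6 libraries at once with a mean-variance trend and two-sided tests. DEGs were the genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change over 1, which are the paper's thresholds. The paper used DESeq2, which takes counts in place of FPKM. DESeq2 was not run here, although fragment numbers could be recovered. In Table S1 the values of the DEGs in Model vs. Control are scaled fragments, whereas those of the 94 DEGs in MUS vs. Model are FPKM, with log2 fold changes equal to the log2 ratio of mean FPKM (largest difference 1.10e-05). The paper's text does not describe this difference, so the 94 DEGs and the counts given here need not rest on the same kind of value. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p under 0.333, so the p-values given here rest on the spread that limma estimates across genes. Across genes, which are not independent replicates, log2(FPKM + 1) correlated between the replicates with r = 0.924 in Control, 0.944 in Model and 0.981 in MUS. The correlation between a Model and a MUS library lay between 0.928 and 0.977. The sample labels place replicate 1 of each group in batch 1 and replicate 2 in batch 2, so batch and group can be told apart.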

Comparison of Model vs. Control identified 1872 differentially expressed genes (DEGs; 1027 upregulated and 845 downregulated), whereas MUS vs. Model revealed 94 DEGs (10 upregulated and 84 downregulated) (Figure 3A). 

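In Model vs. Control, 1475 of the 9794 genes tested were DEGs (limma, Benjamini-Hochberg adjusted), of which 930 were upregulated and 545 were downregulated. An unadjusted p under 0.05 was found for 3293 genes, where chance alone would give 489.7. The largest increases among DEGs whose libraries did not overlap between the groups were those of Il1b, Il6 and Cxcl10. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139, minus strand) rose from 17.4 ± 23.8 FPKM (SD, n = 2) in Control to 6198 ± 2048 FPKM (SD, n = 2) in Model. Its log2 fold change was 9.67 (standard error 1.26, limma adjusted p = 0.00488). Control replicate 2 held 34.2 FPKM of Il1b against 0.550 in Control replicate 1, which gives the Control group its wide SD. Il6 and Cxcl10 had log2 fold changes of 8.82 and 8.47. The largest decreases were those of Slc43a2, Cxcr4 and Tmem86a, with log2 fold changes of -3.94, -3.57 and -3.49. Without the filter on mean FPKM, Il1b, Cxcl10 and Cxcr4 were no longer DEGs (limma adjusted p = 0.0707, 0.0792 and 0.0913). Il6, Slc43a2 and Tmem86a remained DEGs there (limma adjusted p = 0.0221, 0.0221 and 0.0309). Of the 1027 genes that Table S1 of the paper lists as upregulated, 949 were among the genes tested. All 949 were higher in Model than in Control, and 817 were DEGs.

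In MUS vs. Model, 0 genes were DEGs, and the smallest adjusted p was 0.139, shared by 8 genes. An unadjusted p under 0.05 was found for 825 genes, of which 256 were higher and 569 were lower in MUS, again against 489.7 by chance. The 10 genes listed as upregulated in Table S1 were all higher in MUS than in Model, and 9 of them had an unadjusted p under 0.05. The 84 genes listed as downregulated were all lower in MUS, and 81 of them had an unadjusted p under 0.05. These lists were chosen by the study on the same libraries, so the shared direction is not independent evidence. The choice that moved the Model vs. Control count most was the filter on low values. With all 30192 genes above 0 in at least 1 library tested, the count was 260 DEGs. The balance of directions depended on the scaling, with 584 upregulated and 1790 downregulated when libraries were rescaled without the mitochondrial and the 20 highest genes, and 646 and 1554 with fragment-total scaling, which was chosen after seeing the data. The MUS vs. Model count moved most when only the libraries of these 2 groups were fitted, which gave 7 DEGs. With the replicate number as a block, the count was 4.

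**Figure D1:**
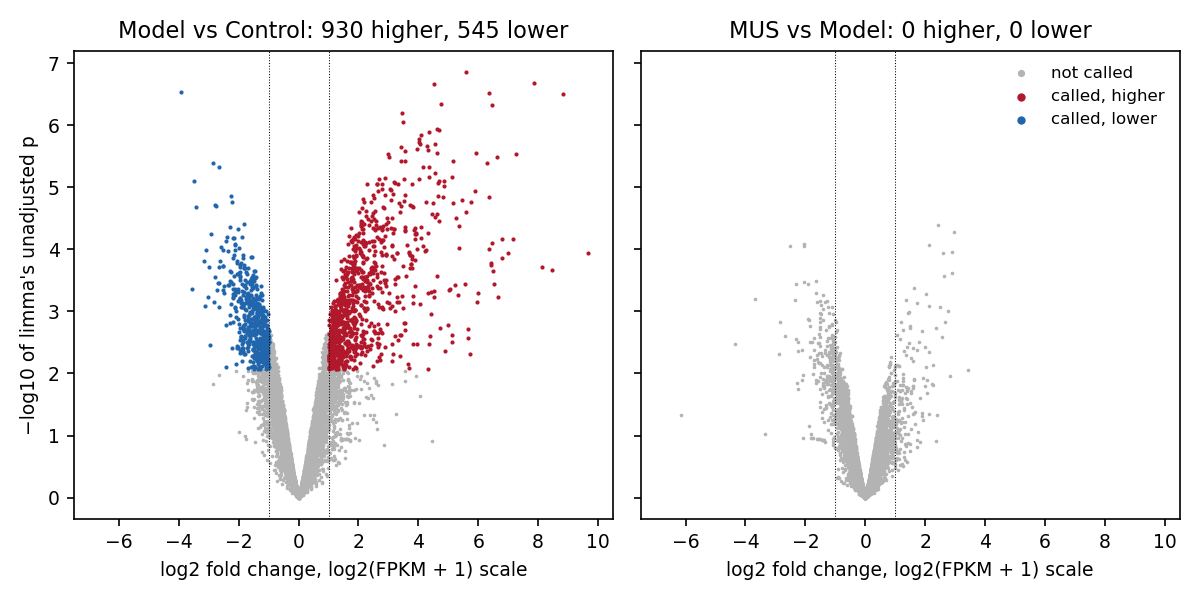
Each point is one of the 9794 genes tested, with the log2 fold change on the log2(FPKM + 1) scale on the x axis and the −log10 of limma's unadjusted p on the y axis. Red and blue points are DEGs that were higher (930) or lower (545) in Model than in Control, grey points are other genes, and the dotted lines mark an absolute log2 fold change of 1. The panel for MUS vs. Model holds grey points alone.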

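Table S1 of the paper lists the genes that were DEGs in both comparisons, and all of them were among the genes tested here. Of these 26 genes, 15 were higher in Model than in Control and lower in MUS than in Model, namely Socs3, Adora2b, Ier2, Ifitm3, Socs1, Dusp2, Ube2l6, Il27, Tspo, Mt1, Exoc3l4, Ube2s, Gm10800, Arf5 and Yrdc. Rab7b, Rpl7a, Vegfa and Sh3bgrl3 changed the other way in both comparisons. mt-Cytb, mt-Nd4, mt-Nd1, Pink1 and Fxyd5 decreased in both comparisons, and Nfil3 and C130026I21Rik increased in both. In Model vs. Control, 20 of the 26 genes were DEGs when limma's p-values were adjusted over all genes tested, and 24 when they were adjusted over the list alone. In MUS vs. Model, the counts were 0 and 23, with 24 genes at an unadjusted p under 0.05. The adjusted p over all genes lay between 0.139 and 0.617. Because the study chose the list on these libraries, the counts adjusted over the list alone are not independent evidence. The same holds for the overlap of single libraries, as the MUS and Model libraries did not overlap for any of the 26 genes and the Model and Control libraries did not overlap for 25. The largest fold change of the list in MUS vs. Model, that of Gm10800 (-6.17), rested on 1 library, as Model replicate 1 held 2195 FPKM and Model replicate 2 held 2.05 FPKM. For Rpl7a, 37.9% of the 50-base stretches of the gene also occur in other genes, so its fragments are uncertain. Without the filter on low values, 6 of the 26 genes were DEGs in Model vs. Control.

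No gene was a DEG in both comparisons of the limma fit, and 1 was with the replicate number as a block. With weaker criteria, an unadjusted p under 0.05 and an absolute log2 fold change over 1 in both comparisons, 69 genes were found, and 22 of them are in the list of Table S1. Among these 69 genes, 32 went up and then down, 11 went down and then up, 11 went down in both and 15 went up in both, so that 62.3% changed in opposite directions. Both comparisons contain the Model libraries, so a Model value that is high by chance gives an increase in the first and a decrease in the second. In 20 simulated datasets with no difference between MUS and Model, the same criteria gave between 42 and 64 genes, of which between 62.5% and 85.1% changed in opposite directions. The number of shared DEGs was largest when only the libraries of the 2 groups compared were fitted. It was then 2, the mitochondrial tRNA gene mt-Tn and the small nucleolar RNA gene Snora30, which were chosen after their values were seen. Both calls rest on values near the floor, as mt-Tn had 0 FPKM in both Model libraries and Snora30 had 0 FPKM in both MUS libraries.

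**Figure D2:**
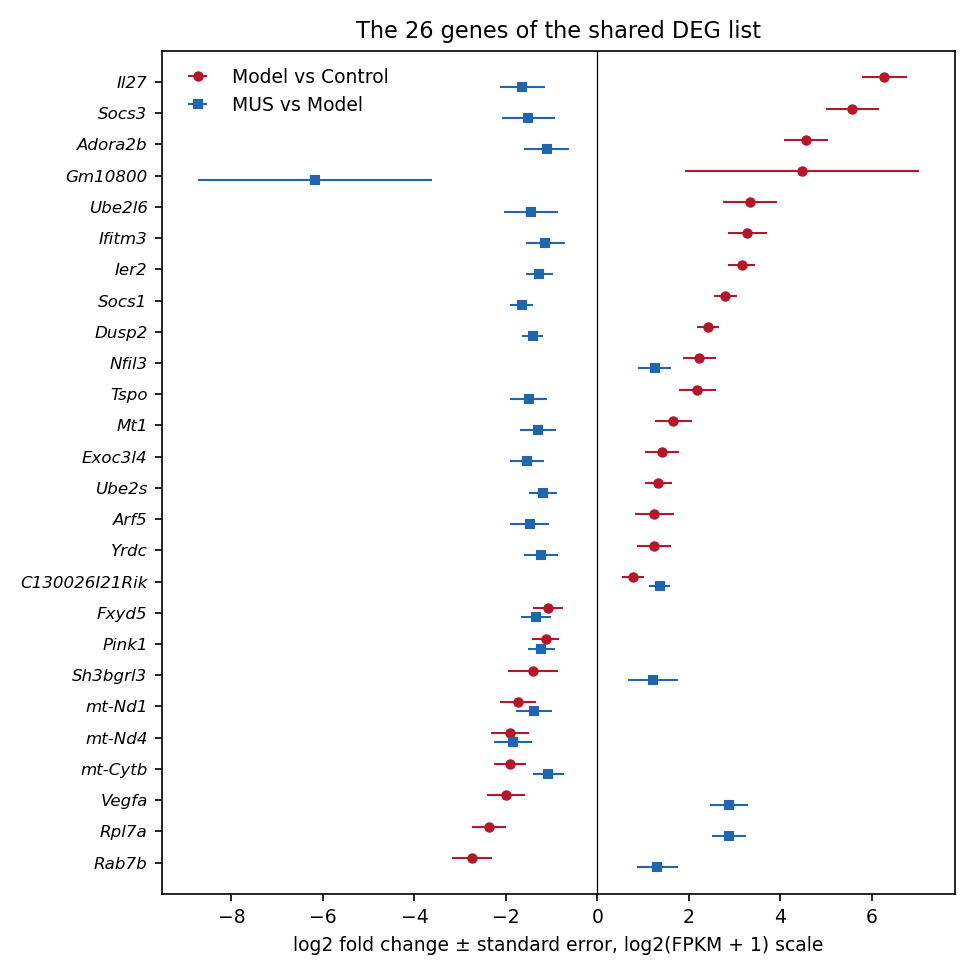
For each of the 26 genes, the points give the log2 fold change in Model vs. Control (red circles) and in MUS vs. Model (blue squares) on the log2(FPKM + 1) scale, and the bars give limma's standard error. The points lie on opposite sides of 0 for 19 genes, and the long bars of Gm10800 reflect the difference between its Model replicates.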

Venn analysis identified 26 shared DEGs (Figure 3B), with distinct expression patterns across groups (Figure 3C).

Notably, shared DEGs included genes encoding mitochondrial components (mt-Nd4, mt-Nd1, mt-Cytb, and TSPO) and the mitophagy regulator PINK1 (Figure 3C). 

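mt-Nd4, mt-Nd1 and mt-Cytb are genes of the mitochondrial genome (MT), which encode subunits of complexes I and III of the respiratory chain. mt-Nd4 (ENSMUSG00000064363, MT 10167 to 11544) had 603 ± 25.4 FPKM in Control, 162 ± 37.3 FPKM in Model and 46.6 ± 22.4 FPKM in MUS (SD, n = 2 each). Its log2 fold change was -1.91 in Model vs. Control (standard error 0.42, limma adjusted p = 0.0245) and -1.84 in MUS vs. Model (adjusted p = 0.350). Of its 50-base stretches, 62.2% also occur in the nuclear gene Gm28439, so the fragments of mt-Nd4 are uncertain. mt-Nd1 (ENSMUSG00000064341, MT 2751 to 3707) and mt-Cytb (ENSMUSG00000064370, MT 14145 to 15288) share 0% of their stretches with another gene. mt-Nd1 had 1143 ± 92.5, 343 ± 4.53 and 137 ± 54.9 FPKM in Control, Model and MUS (SD, n = 2 each). The log2 fold change of mt-Nd1 was -1.73 in Model vs. Control (limma adjusted p = 0.0274) and -1.38 in MUS vs. Model (adjusted p = 0.450). mt-Cytb had 1141 ± 161, 301 ± 21.0 and 144 ± 24.5 FPKM in the same order (SD, n = 2 each). The log2 fold change of mt-Cytb was -1.91 (limma adjusted p = 0.0130) and then -1.07 (adjusted p = 0.466).

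Tspo (ENSMUSG00000041736, chromosome 15, 83563592 to 83574203, plus strand) encodes a protein of the outer mitochondrial membrane and overlaps the gene Mcat. It had 44.3 ± 3.80 FPKM in Control, 213 ± 82.1 FPKM in Model and 73.9 ± 25.0 FPKM in MUS (SD, n = 2 each). The log2 fold change of Tspo was 2.19 in Model vs. Control (standard error 0.40, limma adjusted p = 0.0133) and -1.503 in MUS vs. Model (adjusted p = 0.3999). Pink1 (ENSMUSG00000028756, chromosome 4, 138313409 to 138326307, minus strand) had 14.1 ± 5.45 FPKM in Control, 5.72 ± 1.29 FPKM in Model and 1.85 ± 0.058 FPKM in MUS (SD, n = 2 each). These values came from 1096 and 625 fragments in Control, 250 and 199 in Model, and 73 and 82 in MUS. The log2 fold change of Pink1 was -1.13 in Model vs. Control (standard error 0.30, limma adjusted p = 0.0422) and -1.22 in MUS vs. Model (adjusted p = 0.378). Adjusted over the list alone, the p of Pink1 in MUS vs. Model was 0.0121, which is not independent evidence because the list was chosen on these libraries. For each of the 5 genes, both MUS libraries lay below both Model libraries.

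Several alternatives changed these calls in Model vs. Control. Without the filter on low values, none of the 5 genes was a DEG there, and their limma adjusted p lay between 0.0874 (Tspo) and 0.177 (Pink1). Pink1 was also not a DEG when only 2 groups were fitted (limma adjusted p = 0.108), without a trend (0.0504) or with a GC correction (log2 fold change -0.91, limma adjusted p = 0.0635). With the GC correction and the replicate block, the log2 fold change of Pink1 missed the threshold of 1 (-0.91, limma adjusted p = 0.0340). The same held with the GC and gene-length correction (-0.94, limma adjusted p = 0.0453). With Control replicate 1 left out, its log2 fold change in Model vs. Control was -0.75. mt-Nd1 was not a DEG when only 2 groups were fitted (limma adjusted p = 0.0580). In MUS vs. Model, none of the 5 genes was a DEG under any alternative, while all 5 had an unadjusted p under 0.05 in the fit of all 6 libraries.

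**Figure D3:**
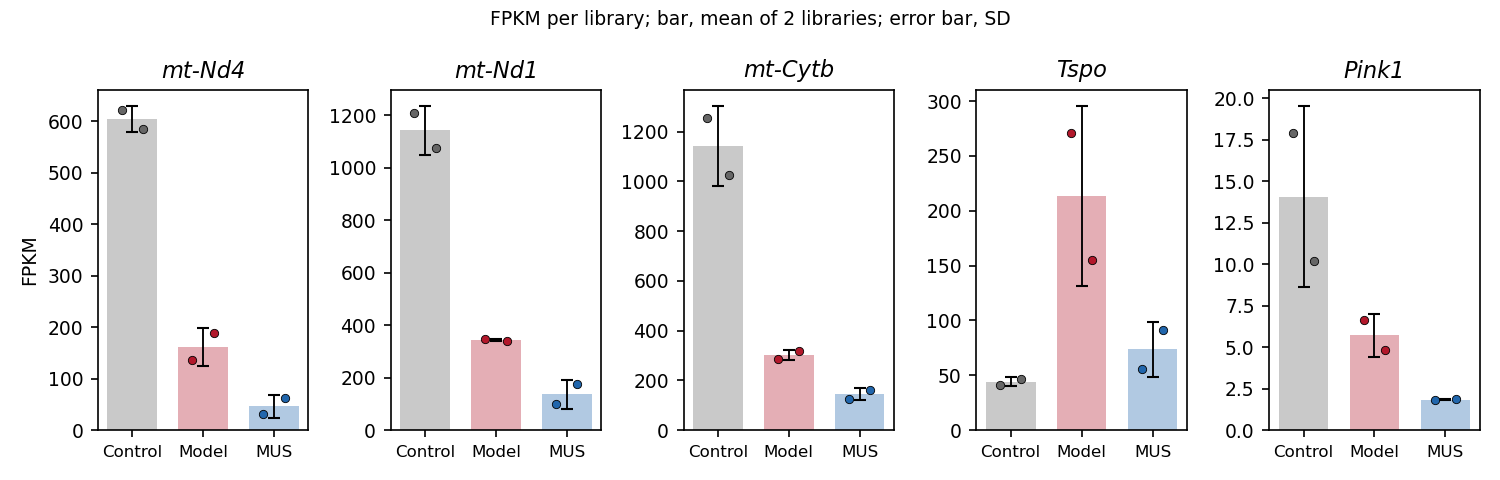
FPKM of the 5 genes in each library (points), with bars for the mean of the 2 libraries of a group and error bars for the SD, each gene on its own y axis starting at 0. mt-Nd4, mt-Nd1, mt-Cytb and Pink1 step down from Control to Model to MUS, while Tspo rises from 44.3 to 213 FPKM and falls to 73.9 FPKM.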

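Gene lists for mitochondrial and inflammatory functions were tested as sets with limma's camera, two-sided and with a preset correlation of 0.01 between genes. The lists were drawn up with Table S1 at hand, which names mt-Nd4, mt-Nd1, mt-Cytb and Pink1 from these libraries, so the tests of the lists that hold them are not independent evidence. The adjusted p-values are Benjamini-Hochberg values over the 6 lists tested in each comparison. Of the 12 mitochondrially encoded protein genes tested, 11 were lower in MUS than in Model, with a median log2 fold change of -1.22 (camera adjusted p = 3.26e-07). All 12 were lower in Model than in Control, with a median of -1.21 (camera adjusted p = 0.000134). These calls did not hold under other set tests. In MUS vs. Model the adjusted p was 0.0591 with fry and 0.185 with a correlation estimated for each list, and in Model vs. Control it was 0.0639 and 0.466. The median in MUS vs. Model was -1.03 with quantile normalization and -0.95 with MUS replicate 1 left out, where it moved most. The 73 nuclear genes of oxidative phosphorylation had a median log2 fold change of -0.09 in MUS vs. Model (camera adjusted p = 0.2996), and 43 of them were lower in MUS. Their direction depended on 1 library, since the median was 0.34 without Model replicate 1, and it was 0.00856 with a gene-length correction.

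The 55 mitophagy genes tested had a median log2 fold change of -0.01 in MUS vs. Model, and 28 of them were lower in MUS (camera adjusted p = 0.509). This median was above 0 under several scalings and corrections, up to 0.12 with the GC and gene-length correction, which was chosen after seeing the data. In Model vs. Control the median of the mitophagy genes was -0.11 (camera adjusted p = 0.141), and it was 0.12 among genes with a mean FPKM of at least 5. It passed the threshold with quantile normalization (-0.34, camera adjusted p = 0.0151) and without the filter on low values (-0.11, camera adjusted p = 0.0225). Rescaling without the mitochondrial and the 20 highest genes lowered it to -0.66 without passing the threshold (camera adjusted p = 0.0765). Fragment-total scaling did the same (-0.61, camera adjusted p = 0.0916). These scalings also shifted the median of all genes tested, to -0.46 and -0.40. The 20 genes of NF-κB priming rose in Model vs. Control with a median of 3.26 (camera adjusted p = 1.51e-09), which did not hold with fry (0.0639) or an estimated correlation (0.466). Of these 20 genes, 16 were lower in MUS than in Model, with a median of -0.19 (camera adjusted p = 0.294). When only the 2 groups were fitted, that adjusted p was 0.0158. The 10 genes of the NLRP3 inflammasome had a median of 1.11 in Model vs. Control (camera adjusted p = 0.126) and 5 of them were lower in MUS than in Model (camera adjusted p = 0.424).

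In the KEGG sheet of Table S1, mitophagy is assigned the 2 genes Rab7b and Pink1, with the paper's adjusted p of 0.0859, and 3 of the 10 terms listed have the paper's adjusted p at 0.05 or less. Rab7b (ENSMUSG00000052688, chromosome 1, 131688695 to 131715439, plus strand) had 28.3 ± 16.6, 3.17 ± 1.65 and 8.98 ± 0.391 FPKM in Control, Model and MUS (SD, n = 2 each). Its log2 fold change was -2.74 in Model vs. Control (standard error 0.44, limma adjusted p = 0.00944) and 1.32 in MUS vs. Model (limma adjusted p = 0.475). The 2 genes of the term thus moved in opposite directions in MUS vs. Model. Without the filter on low values, the limma adjusted p of Rab7b in Model vs. Control was 0.0857. The GO sheet assigns mt-Cytb, mt-Nd4 and Pink1 to the term for ATP synthesis coupled electron transport in mitochondria, with the paper's adjusted p of 0.00458. All 3 of these genes were lower in MUS than in Model.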

KEGG pathway analysis highlighted mitophagy (Figure 3D), while GO analysis identified enrichment in mitochondrial ATP synthesis-coupled electron transport (Figure 3E). These transcriptomic signatures suggest that muscone enhances mitochondrial quality control, which we subsequently validated by functional and imaging assays.

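Mitochondrial transcripts made up 1.51% and 1.39% of the fragments on genes in the Control libraries, 0.352% and 0.497% in the Model libraries, and 0.206% and 0.314% in the MUS libraries. Both MUS libraries thus lay below both Model libraries, which chance alone gives for 33.3% of values in either direction, and an exact permutation test cannot go below that share. Part of this signal is uncertain, because nuclear copies share sequence with several mitochondrial genes. Of the 12 mitochondrially encoded protein genes tested, 5 share under 10% of their stretches with another gene, namely mt-Nd1, mt-Nd2, mt-Nd5, mt-Nd6 and mt-Cytb. All 5 were lower in MUS than in Model, and for 4 of them the libraries of the groups did not overlap. Ube2l6 (ENSMUSG00000027078, chromosome 2, 84798828 to 84810335, plus strand) encodes an enzyme that conjugates ubiquitin-like proteins and is listed with Pink1 under the top KEGG term of Table S1, Parkinson disease. Ube2l6 had 22.8 ± 17.3 FPKM in Control, 217 ± 92.1 FPKM in Model and 76.4 ± 22.0 FPKM in MUS (SD, n = 2 each). Its log2 fold change was 3.34 in Model vs. Control (standard error 0.58, limma adjusted p = 0.0120) and -1.45 in MUS vs. Model (limma adjusted p = 0.560). Without the filter on low values, the limma adjusted p of Ube2l6 in Model vs. Control was 0.0984. Starting from the genes that changed in both comparisons, the paper selects those that encode mitochondrial components and PINK1, and sets beside them the mitophagy pathway in KEGG and the electron transport term in GO. From these transcriptomic signatures, the paper proposes that muscone enhances mitochondrial quality control, and it goes on to functional and imaging assays.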

### 2.3. Muscone Attenuates Mitochondrial Reactive Oxygen Species During NLRP3 Inflammasome Activation

Damaged mitochondria release excessive reactive oxygen species, which serve as critical triggers for NLRP3 inflammasome assembly. We therefore examined whether muscone modulates mitochondrial reactive oxygen species (mt-ROS) as a functional readout of mitochondrial quality.

MitoSOX Red staining revealed minimal mt-ROS elevation with LPS priming alone but robust accumulation following full NLRP3 activation (LPS + ATP)—in both the percentage of mt-ROS-positive cells and the mean fluorescence intensity. Muscone treatment during the activation stage (50 μM, 0.5 h prior to ATP) significantly dampened this mt-ROS surge (halving both the percentage of positive cells and mean fluorescence intensity; Figure 4A–C). This suppression is consistent with enhanced mitochondrial quality control, although not exclusive to mitophagy activation.

### 2.4. Muscone Promotes PINK1/Parkin-Associated Mitophagy During NLRP3 Inflammasome Activation

While mt-ROS suppression indicates improved mitochondrial quality, this finding alone is insufficient to establish mitophagy as the operative mechanism. We therefore applied multiple complementary approaches to directly assess mitophagic flux and its functional contribution to NLRP3 suppression. First, confocal microscopy revealed that muscone markedly increased mitochondria-LC3B colocalization compared to LPS + ATP-stimulated cells, an effect comparable to the mitophagy inducer FCCP and attenuated by the 3-methyladenine (3-MA, 10 mM), a phosphatidylinositol 3-kinase inhibitor that blocks autophagosome formation (Figure 5A). Time-lapse live-cell imaging further showed that muscone accelerated mitochondria–lysosome fusion, indicating enhanced mitophagic flux (Figure 5B). Transmission electron microscopy provided ultrastructural evidence: while control cells displayed intact mitochondrial cristae, LPS + ATP induced mitochondrial swelling and cristae disruption. Strikingly, muscone induced double-membraned autophagosomes engulfing damaged mitochondria—a morphological signature of canonical mitophagy (Figure 5C). At the molecular level, mitochondrial fractionation and Western blotting showed that muscone significantly increased mitochondrial LC3B-II recruitment, concomitant with upregulated PINK1 and Parkin expression in whole-cell lysates. Both effects were partially attenuated by 3-MA (Figure 5D). Finally, functional relevance was established by demonstrating that 3-MA co-treatment significantly reversed muscone’s suppression of IL-1β secretion, confirming that PINK1/Parkin-associated mitophagy contributes to muscone’s inhibition of NLRP3 inflammasome activation (Figure 5E). Collectively, these findings demonstrate that muscone activates PINK1/Parkin-associated mitophagy in macrophages, thereby removing damaged mitochondria and attenuating mt-ROS signals necessary for NLRP3 activation.

### 2.5. Muscone Enhances PINK1/Parkin-Associated Mitophagy in LPS-Challenged Mice

Finally, we tested in vitro findings in vivo, assessing whether muscone activates PINK1/Parkin-associated mitophagy in primary macrophages and protects against LPS-induced endotoxemia (Figure 6A). We found that muscone treatment significantly improved survival (3/8 mice alive at 98 h when all LPS controls had died; 2/8 survived to the 132 h endpoint), and this protective effect was partially reversed by co-administration of 3-MA (0/8 alive by 110 h) (Figure 6B). Concordantly, muscone markedly reduced serum levels of IL-1β and TNF-α (by ~70% and ~45%, respectively), effects largely reversed by 3-MA co-treatment (returning to near-baseline levels) (Figure 6C,D). Notably, analysis of peritoneal macrophages isolated from these mice revealed that muscone significantly enhanced mitochondrial recruitment of LC3B-II (Figure 6E) and upregulated the expression of PINK1 and Parkin (Figure 6F). Collectively, these findings demonstrate that muscone activates PINK1/Parkin-associated mitophagy in primary macrophages during endotoxemia, thereby linking enhanced mitochondrial quality control to improved survival and reduced inflammatory cytokine production.

## 3. Discussion

In this study, we demonstrate that muscone inhibits NLRP3 inflammasome activation in macrophages and protects against LPS-induced endotoxemia by activating PINK1/Parkin-associated mitophagy—a mechanism previously unrecognized for this natural macrocyclic ketone. While muscone suppresses both NF-κB-dependent priming and inflammasome activation, its most distinctive feature lies in PINK1/Parkin-associated mitochondrial quality control, which eliminates the damage signal mt-ROS that fuels NLRP3 activation (Figure 7). These PINK1/Parkin-associated pro-mitophagy effects were identified by unbiased RNA sequencing and validated through fluorescence colocalization, transmission electron microscopy, and functional rescue with the autophagy inhibitor 3-MA. Furthermore, muscone significantly improved survival in vivo, with concomitant enhancement of PINK1/Parkin pathway markers in peritoneal macrophages. These findings establish muscone as a mitophagy-targeting NLRP3 inhibitor and highlight its macrocyclic scaffold as a promising lead for therapies directed at mitochondrial quality control in inflammatory diseases.

Building upon the growing body of muscone research, prior studies have established diverse mechanisms for muscone’s anti-inflammatory activity. For instance, Zhou et al. demonstrated that muscone attenuates neuroinflammation by regulating Drp1-dependent mitochondrial fission, a structural dynamics mechanism [16]. Separately, Yu et al. showed that muscone relieves inflammatory pain through inhibition of the NOX4/JAK2-STAT3 signaling cascade and subsequent NLRP3 inflammasome suppression in microglia [17]. Despite muscone’s broad pharmacological potential, as summarized in a recent comprehensive review [20], direct engagement of the mitochondrial quality control machinery—specifically PINK1/Parkin-associated mitophagy—in muscone-mediated NLRP3 inhibition has not been previously investigated. Our results establish this clearance-based mechanism as a previously unrecognized dimension of muscone pharmacology.

The development of NLRP3 inflammasome inhibitors has emerged as a priority for inflammatory diseases. Current candidates primarily target the protein complex directly: MCC950 directly binds the NLRP3 NACHT domain [21,22]; OLT1177 inhibits the NLRP3 ATPase activity [23]; BOT-4-one inhibits ATPase activity and promotes NLRP3 ubiquitination through alkylation [24]. To our knowledge, muscone represents the first natural macrocyclic ketone shown to target NLRP3 through organelle-level quality control. It achieves this by activating PINK1/Parkin-associated mitophagy, thereby eliminating proximal triggers such as damaged mitochondria and mt-ROS. This pharmacological enhancement of mitochondrial quality control recapitulates the physiological protective role of the PINK1/Parkin pathway, supported by observations that genetic deficiency of this axis exacerbates inflammation across disease models [11,25]. Unlike strategies that prevent mitochondrial damage [26], muscone acts through active elimination of damaged organelles, representing a distinct clearance-based mitochondrial quality control mechanism for NLRP3 suppression.

While our findings establish PINK1/Parkin-associated mitophagy as the operative mechanism for muscone’s anti-inflammatory effects, its precise molecular target remains to be identified. Candidate targets include PINK1, Parkin, or upstream regulators such as TSPO (implicated by our RNA-seq data). Resolving this will require direct binding assays, photoaffinity labeling coupled with mass spectrometry, or cryo-EM structural analysis. Furthermore, genetic validation of PINK1/Parkin dependency (e.g., siRNA or CRISPR-mediated knockdown) was not performed in this study and remains an important priority for future mechanistic investigation. Additionally, although muscone significantly improved survival and attenuated inflammatory cytokine production in the acute endotoxemia mouse model, translation to human patients remains premature and requires extensive preclinical and clinical development.

The macrocyclic scaffold of muscone provides an attractive yet underexplored foundation for structure–activity relationship studies. Three strategic priorities address distinct limitations of the native compound: (i) introducing polar substituents to improve aqueous solubility—critical for parenteral and oral formulations—while preserving the lipophilicity required for blood–brain barrier permeability and central nervous system access; (ii) rigidifying the flexible fifteen-membered ring to reduce volatility and enhance chemical stability under storage and manufacturing conditions, with the added potential of locking bioactive conformations for improved target engagement; and (iii) exploring modifications at the C-3 methyl position to optimize pharmacophore interactions with the PINK1/Parkin axis, thereby maximizing mitophagy activation and NLRP3 suppression. Such optimized analogs may extend therapeutic utility beyond acute endotoxemia to chronic conditions characterized by PINK1/Parkin dysfunction, including Parkinson’s disease, cardiac ischemia–reperfusion injury, and age-related inflammatory disorders. A complementary strategy would combine mitophagy-targeting agents with direct NLRP3 inhibitors.

## 4. Materials and Methods

### 4.1. Chemicals and Reagents

Muscone (CAS: 541-91-3, B21154), ATP (B25057), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP, S80686), and 3-methyladenine (3-MA, B25357) were purchased from Yuanye Biotechnology (Shanghai, China). Lipopolysaccharide (LPS, L2630) was purchased from Sigma-Aldrich (St. Louis, MO, USA). Protein A/G magnetic beads (HY-K0202) were obtained from MedChemExpress (Monmouth Junction, NJ, USA). Fluorescent probes used in this study included MitoSOX Red mitochondrial superoxide indicator (Yeasen, Shanghai, China, 720827), MitoTracker^®^ Deep Red FM (Yeasen, 40743), Lyso-Tracker Green (Beyotime, Shanghai, China, C1047S), and Hoechst 33342 (Cell Signaling Technology, Danvers, MA, USA, 4082). Primary antibodies against pro-caspase-1 (sc-56036), PINK1 (sc-33796), and Parkin (sc-30130) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Antibodies against NLRP3 (15101S), ASC (67824S), NF-κB p65 (8242S), p-NF-κB p65 (3033S), and LC3B (83506S) were purchased from Cell Signaling Technology. Anti-pro-IL-1β antibody (AF-401-NA) was purchased from R&D Systems (Minneapolis, MN, USA). Anti-COX IV (AF6549), anti-tubulin (AF5012), and anti-GAPDH (AF5009) antibodies were obtained from Beyotime Biotechnology.

### 4.2. Animal Studies

C57BL/6J mice (6–8 weeks old) were obtained from Zhejiang Vital River Laboratory Animal Technology Co., Ltd. (Jiaxing, China) or SLAC Laboratory Animal Co., Ltd. (Shanghai, China) for in vivo studies and macrophage isolation, respectively. Mice were housed under a 12 h light/dark cycle with ad libitum access to food and water in a 20 ± 2 °C environment. All animal experiments were performed using male C57BL/6J mice to minimize variability associated with estrous cycle fluctuations in female mice, which can influence inflammatory responses and cytokine profiles.

Mice were allocated to experimental groups by simple randomization. Three independent in vivo experiments were conducted with a four-group design: Control, LPS, LPS + muscone, and LPS + muscone + 3-MA. Experiment 1 assessed survival (*n* = 8 per group); Experiment 2 measured serum cytokines at 4 h post-LPS (*n* = 7 per group); and Experiment 3 evaluated mitophagy protein expression in peritoneal macrophages at 2 h post-LPS (*n* = 3 per group).

The LPS-induced endotoxemia mouse model was established as previously described [18]. In brief, mice received an intraperitoneal (i.p.) injection of LPS (25 mg/kg for survival analysis; 20 mg/kg for other endpoints), while mice in the Control group received an equivalent volume of sterile saline. Muscone (30 mg/kg i.p.; dissolved in sterile saline to form a stock solution at 3 mg/mL) was administered 1 h prior to LPS challenge, with the dose determined based on previous reports [27]. To verify the involvement of autophagy, the inhibitor 3-MA (15 mg/kg, i.p.; dissolved in a muscone stock solution to form a stock solution at 1.5 mg/mL) [28] was co-administered with muscone.

For survival analysis, mice were monitored every 12 h, with more frequent observations when clinical deterioration was apparent, until the 132 h endpoint. For serum cytokine analysis, blood was collected at 4 h post-LPS challenge. For mitophagy protein analysis, peritoneal macrophages were harvested at 2 h post-LPS [29]. Experiments were performed by one investigator blinded to group allocation; data were analyzed by a second independent investigator. After completion of each experiment, all mice were euthanized.

### 4.3. Cell Preparation and Culture

Peritoneal macrophages (PMs) were isolated as previously described [30]. Briefly, mice were administered an i.p. injection of 1 mL of 3% (*w*/*v*) sterile thioglycolate medium (Sigma-Aldrich). Five days post-injection, cells were harvested by peritoneal lavage, filtered through a 70 μm cell strainer, and red blood cells were removed using an ammonium chloride solution (Stemcell Technologies, Vancouver, BC, Canada, 07800). The remaining PMs were then seeded into culture plates and incubated overnight in RPMI 1640 medium supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 1% penicillin/streptomycin. All cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_ prior to experimental intervention.

### 4.4. NLRP3 Inflammasome Activation and Drug Treatment

The LPS/ATP-stimulated PM model was employed to examine NLRP3 inflammasome activation as previously described [26]. In brief, PMs were primed with LPS (500 ng/mL) for 5.5 h, followed by activation with ATP (2 mM) for another 0.5 h. Muscone (12.5, 25, or 50 μM, diluted in RPMI 1640 medium) was administered either 0.5 h before LPS (designated as “Before”; mimic priming stage) or 5 h after LPS challenge (designated as “After”; mimic activation stage). For mechanistic validation, FCCP (100 μM) was used as a positive mitophagy inducer [31], while 3-MA (10 mM) served as an autophagy inhibitor [32]. At indicated time points, culture supernatants were collected for cytokine analysis, and cells were harvested for RNA-seq and subsequent functional assays.

### 4.5. Enzyme-Linked Immunosorbent Assay (ELISA)

Mouse serum and cell culture supernatants were collected and centrifuged at 3000 rpm for 10 min at 4 °C to remove cellular debris. The concentrations of IL-1β and TNF-α were measured using Mouse Uncoated ELISA Kits (Thermo Fisher Scientific, Waltham, MA, USA; IL-1β, 88-7013-88; TNF-α, 88-7324-88) according to the manufacturer’s instructions.

### 4.6. Western Blotting

PMs were lysed in IP lysis buffer (Beyotime, P0037) on ice. Lysates were centrifuged at 12,000 rpm for 10 min at 4 °C, and the supernatants were collected and used as total cell lysates. Mitochondria were isolated using a Cell Mitochondria Isolation Kit (Beyotime, C3601) according to the manufacturer’s instructions. Lysates were mixed with 4× Sample Buffer (Bio-Rad, Hercules, CA, USA, 161-0747) and boiled for 5 min. Proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, Billerica, MA, USA, IPVH00010). Membranes were blocked with 5% (*w*/*v*) non-fat milk (BBI Life Sciences, Shanghai, China, A600669) in 1 × TBST, incubated with primary antibodies (1:1000) overnight at 4 °C, followed by incubation with secondary antibodies (1:10,000) at room temperature for 1 h. Protein bands were detected using an enhanced chemiluminescence (ECL) system and visualized on a ChemiDoc Touch Imaging System (Bio-Rad).

### 4.7. ASC Oligomerization and ASC Speck Formation

ASC oligomerization and ASC speck formation assays were carried out as previously described [18]. In brief, for oligomerization detection, cell lysates were cross-linked with 2 mM suberic acid bis(N-hydroxysuccinimide ester) (Sigma-Aldrich, S1885) for 30 min and then centrifuged at 5000× *g* for 10 min at 4 °C. Pellets were mixed with 4× Sample Buffer (Bio-Rad) and analyzed by Western blotting; non-crosslinked lysates served as input controls.

For ASC speck analysis, PMs were fixed with 4% paraformaldehyde (BBI, E672002), permeabilized with 0.1% Triton X-100 (Sigma-Aldrich, T8787), and blocked with 5% bovine serum albumin (BSA, BBI, A600332) for 1 h at room temperature. Cells were incubated with an anti-ASC antibody (1:500) overnight at 4 °C, followed by incubation with a FITC-conjugated secondary antibody (1:200) for 1 h at room temperature. Nuclei were counterstained with Hoechst 33342 (CST, 2 μg/mL) for 10 min before imaging. Images were captured using an ImageXpress Pico (Molecular Devices, San Jose, CA, USA) with a 40× objective. ASC speck-positive cells were quantified as follows: (ASC speck-positive cells)/(total cells) × 100.

### 4.8. Co-Immunoprecipitation (Co-IP)

Co-IP was performed to assess the interaction between pro-caspase-1 and ASC. Cell lysates were incubated with anti-ASC antibodies and protein A/G magnetic beads (MedChemExpress) following the manufacturer’s instructions. After washing, bound proteins were eluted in 4× Sample Buffer (Bio-Rad) by boiling for 10 min. Pro-caspase-1 and ASC levels were analyzed by Western blotting; whole-cell lysates served as input controls.

### 4.9. RNA Sequencing (RNA-Seq)

Cells from the Control, LPS + ATP, and muscone (50 μM, activation stage) groups were collected and sent to Novogene (Beijing, China) for RNA extraction and sequencing (*n* = 2 per group). Raw sequencing data were deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/gds; accessed on 10 December 2025; accession number: GSE313142). Gene expression was quantified as fragments per kilobase of transcript per million mapped reads (FPKM) using RSEM. Differentially expressed genes (DEGs) were identified using DESeq2 (v1.20.0) with the following criteria: $\left|log2(foldchange)\right|>1$ and adjusted *p*-value ≤ 0.05. Shared and unique DEGs among groups were visualized using bar plots and Venn diagrams. Hierarchical clustering was performed to display the expression patterns of shared DEGs. Functional enrichment analyses of shared DEGs were conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) databases. Detailed RNA-seq analysis parameters are provided in Table S1.

### 4.10. Detection of mt-ROS

Mitochondrial ROS production was assessed using a MitoSOX Red mitochondrial superoxide indicator (Yeasen). Briefly, after stimulation, cells were incubated with 3 μM MitoSOX in RPMI 1640 medium for 10 min at 37°C, followed by nuclear counterstaining with Hoechst 33342 (2 μg/mL) for 10 min. Fluorescence images were acquired using an ImageXpress Pico automated cell imaging analysis system (Molecular Devices, San Jose, CA, USA) with a 40× objective. The percentage of mt-ROS-positive cells and the average intensity per group were quantified using the ImageXpress Pico automated cell imaging analysis system.

### 4.11. Fluorescence Colocalization Analyses of Mitochondria with LC3B and Lysosomes

For the detection of mitochondria-LC3B colocalization, cells were incubated with 0.25 μM MitoTracker Deep Red FM for 20 min at 37 °C, then fixed with ice-cold methanol (Merck, Darmstadt, Germany, 1060095000) for 5 min at −20 °C. After blocking with 5% BSA for 1 h at room temperature, cells were incubated with an anti-LC3B primary antibody (1:500) overnight at 4 °C, followed by incubation with a FITC-conjugated secondary antibody (1:200) for 1 h at room temperature. Nuclei were counterstained with Hoechst 33342 (2 μg/mL) for 10 min. Images were acquired using an ImageXpress Pico automated imaging system with a 63× objective and analyzed using the ImageXpress PICO automated cell imaging analysis system.

To monitor the colocalization of mitochondria and lysosomes, LPS-primed cells were co-stained with 0.25 μM MitoTracker Deep Red FM for 20 min, followed by incubation with 50 nM LysoTracker Green for 15 min at 37 °C. After washing, cells were stimulated with ATP (2 mM) and imaged every 3 min using a Leica TCS SP8 laser scanning confocal microscope (100× objective) equipped with 488 and 640 nm excitation lasers (Leica Microsystems, Wetzlar, Germany).

### 4.12. Transmission Electron Microscopy

For ultrastructural analysis of mitophagy, cells were fixed in 2.5% glutaraldehyde (Sinopharm, Shanghai, China, 30092436) overnight at 4 °C, embedded in 2% agarose (Sinopharm, 68000133), post-fixed with 1% osmium tetroxide (SPI Supplies, West Chester, PA, Z02601) for 1 h at room temperature, and dehydrated through a graded ethanol series (Sinopharm, FA9954F4L). Samples were then embedded in Spurr resin (SPI Supplies, 02680-AB), sectioned into 70 nm slices, and stained with uranyl acetate (SPI Supplies, 02624-AB) and lead citrate (Sinopharm, 200964701). Ultrastructure was examined using a Hitachi H-7650 transmission electron microscope (Hitachi, Tokyo, Japan).

### 4.13. Statistical Analyses

Statistical analyses were performed using GraphPad Prism 10.1.2 (San Diego, CA, USA). Normality (Shapiro–Wilk) and homoscedasticity (Brown–Forsythe) were verified. Parametric data were compared using one-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison post hoc test among all groups and Dunnett’s multiple-comparison post hoc test against a single group. Survival rates were analyzed by the Kaplan–Meier method and compared using the log-rank test. Data are expressed as the mean ± standard error of the mean (SEM). Statistical significance was set at *p* ≤ 0.05.

## 5. Conclusions

In summary, we identify muscone as a pharmacological enhancer of PINK1/Parkin-associated mitophagy that suppresses NLRP3 inflammasome activation in macrophages and improves survival in an acute endotoxemia model. These findings establish proof-of-concept for organelle-level quality control as an anti-inflammatory strategy. Future priorities include (i) genetic validation of PINK1/Parkin dependency using siRNA or CRISPR approaches; (ii) identification of precise molecular targets through direct binding assays and structural analysis; (iii) optimization of pharmacokinetic properties and evaluation of long-term safety; and (iv) assessment of therapeutic potential in chronic disease models.

## Figures and Tables

**Figure 1:**
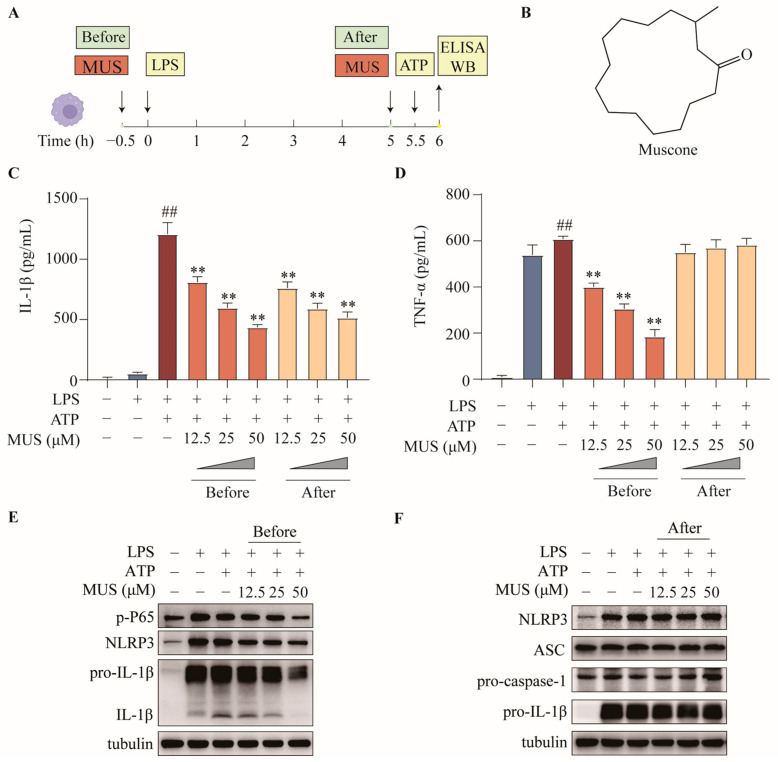
Muscone suppresses NLRP3 inflammasome priming and activation: (**A**) Experimental design: Peritoneal macrophages (PMs) were primed with LPS (500 ng/mL, 5.5 h) followed by ATP (2 mM, 30 min). Muscone (12.5, 25, 50 μM) was added either 0.5 h before LPS (priming stage, “Before”) or 5 h after LPS (activation stage, “After”). (**B**) Chemical structure of muscone. (**C**,**D**) IL-1β (**C**) and TNF-α (**D**) levels in cell culture supernatants measured by ELISA. (**E**) Western blotting of p-P65, NLRP3, pro-IL-1β, and mature IL-1β in cells treated during the priming stage. (**F**) Western blotting of NLRP3, ASC, pro-caspase-1, and pro-IL-1β in cells treated during the activation stage. Representative blots from three independent experiments are shown. Data are presented as mean ± standard error of the mean (SEM). ## *p* ≤ 0.01 vs. control; ** *p* ≤ 0.01 vs. LPS + ATP using one-way ANOVA followed by Tukey’s multiple-comparison post hoc test.

**Figure 2:**
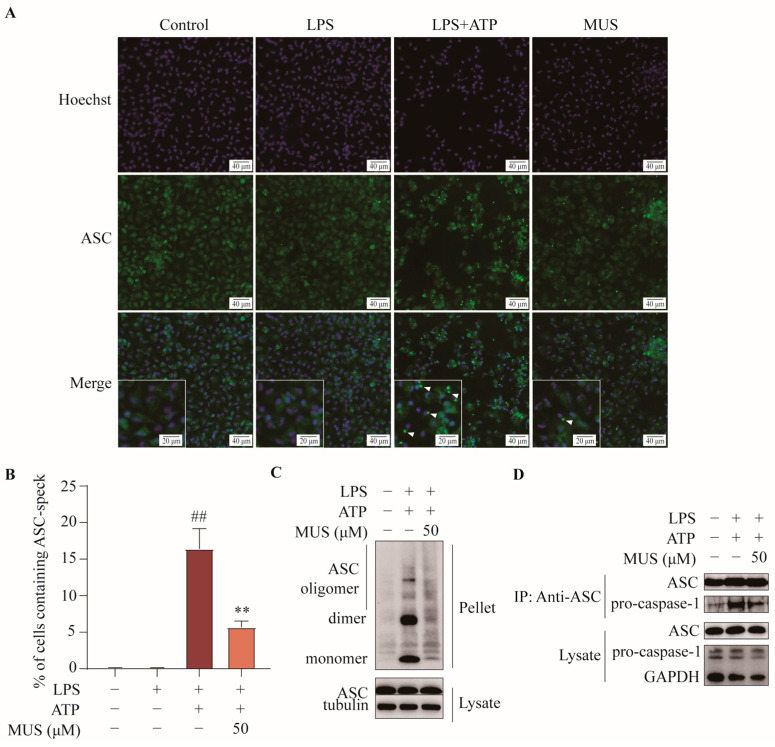
Muscone disrupts NLRP3 inflammasome assembly independently of priming. LPS-primed PMs were treated with muscone (50 μM) for 0.5 h prior to ATP stimulation. (**A**) ASC speck formation assessed by immunofluorescence. White triangles indicate ASC specks. Green: ASC; blue: nuclei (Hoechst). Scale bar: 40 μm (overview), 20 μm (inset). (**B**) Percentage of ASC speck-positive cells quantified using ImageJ version 1.51j8 (*n* = 8 fields per well, 3 biological replicates per group). (**C**) ASC oligomerization detected by Western blotting. (**D**) Interaction between ASC and pro-caspase-1 assessed by co-immunoprecipitation. Representative images from three independent experiments are shown. Data are presented as mean ± SEM. ## *p* ≤ 0.01 vs. Control; ** *p* ≤ 0.01 vs. LPS + ATP using one-way ANOVA followed by Tukey’s multiple-comparison post hoc test.

**Figure 3:**
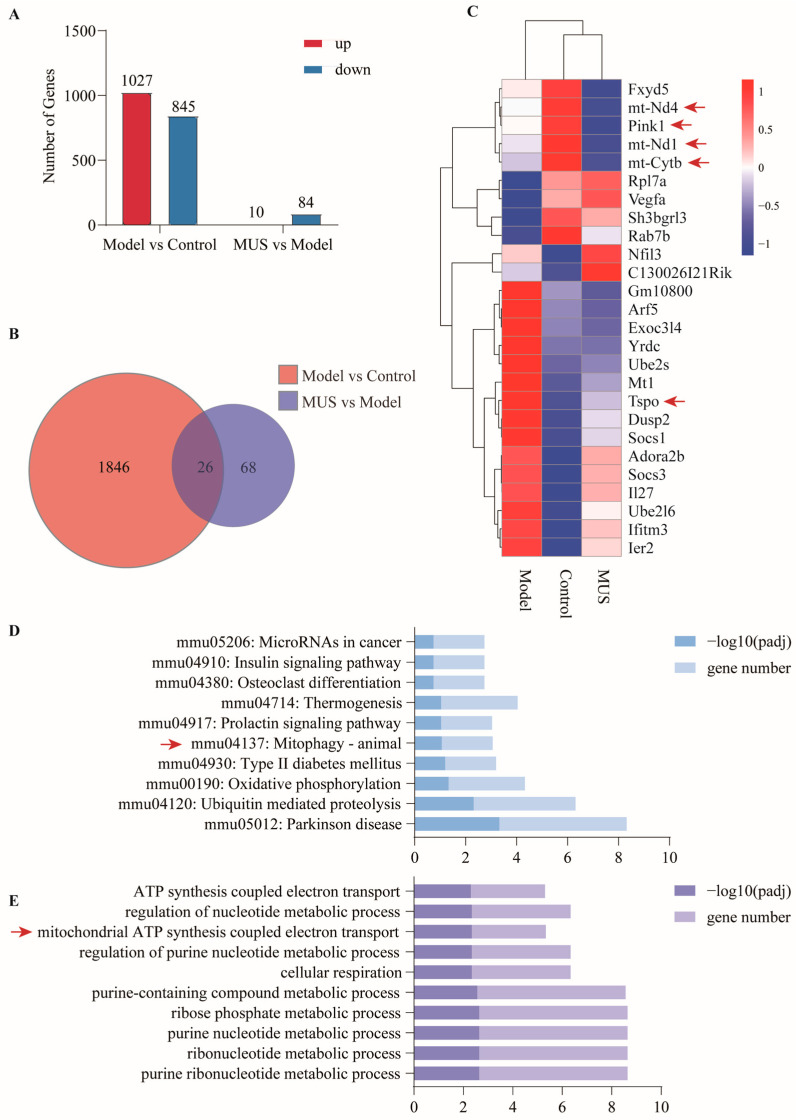
Unbiased RNA-seq identifies mitochondrial quality control as a target of muscone. Untreated (Control), LPS + ATP (Model), and muscone-treated (50 μM, 0.5 h prior to ATP, MUS) cells were harvested for RNA-seq (*n* = 2 per group). (**A**) Number of differentially expressed genes (DEGs) in Model vs. Control and MUS vs. Model comparisons. (**B**) Venn diagram of shared DEGs. (**C**) Hierarchical clustering of shared DEGs; mitochondrial components (mt-Nd4, mt-Nd1, mt-Cytb, and TSPO) and mitophagy regulator PINK1 are indicated. (**D**) Top 10 KEGG pathways; mitophagy highlighted in red arrows. (**E**) Top 10 GO biological process terms; mitochondrial ATP synthesis-coupled electron transport highlighted in red arrows.

**Figure 4:**
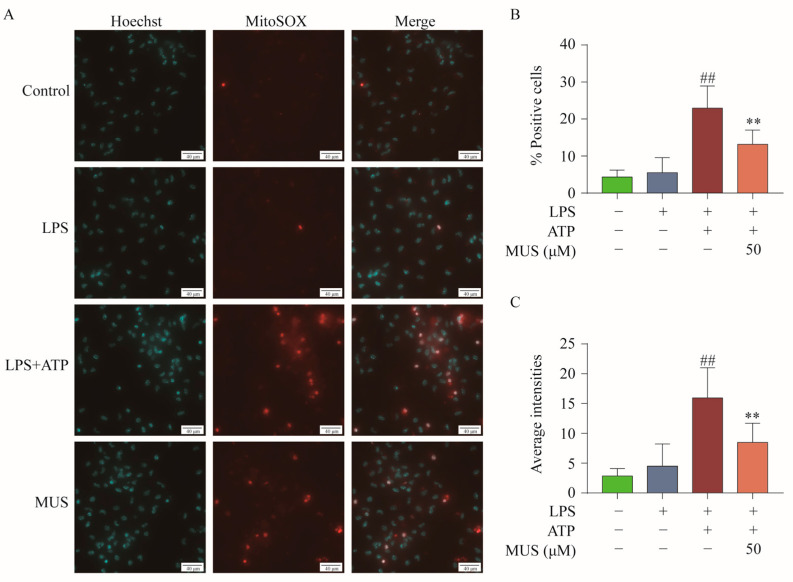
Muscone reduces mitochondrial ROS accumulation during NLRP3 inflammasome activation. LPS-primed PMs were treated with muscone (50 μM, 0.5 h prior to ATP stimulation). (**A**) MitoSOX Red staining of mt-ROS. Red: mt-ROS; blue: nuclei (Hoechst). Scale bar: 40 μm. (**B**) Percentage of mt-ROS-positive cells. (**C**) Mean fluorescence intensity. Representative images from three independent experiments are shown. Data are presented as mean ± SEM. ## *p* ≤ 0.01 vs. Control; ** *p* ≤ 0.01 vs. LPS + ATP using one-way ANOVA followed by Tukey’s multiple-comparison post hoc test.

**Figure 5:**
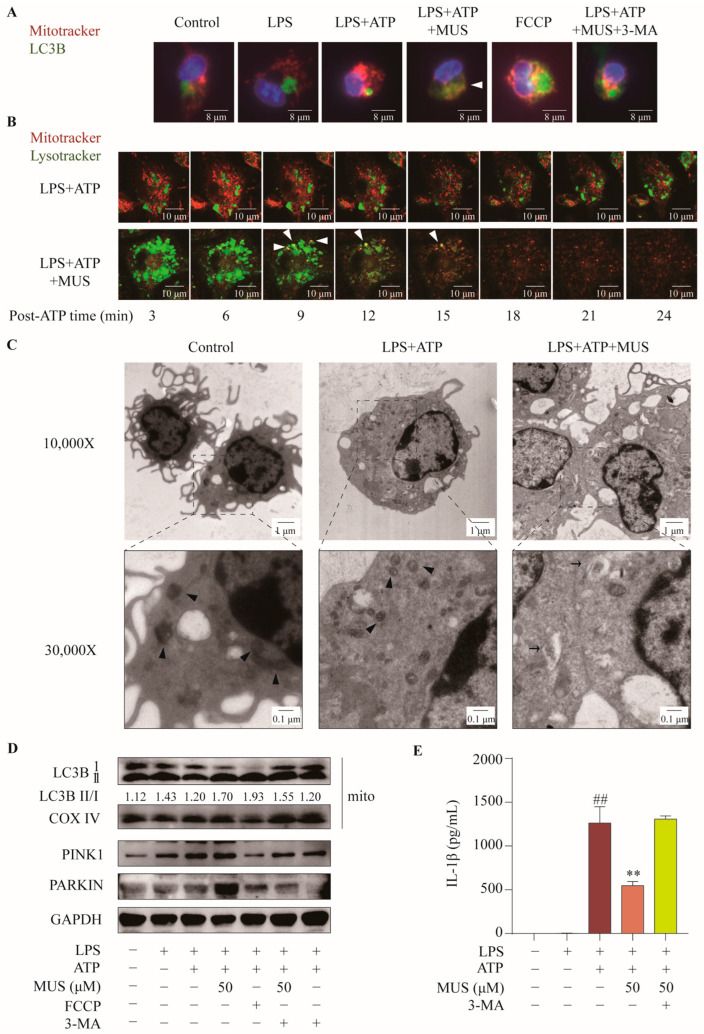
Muscone enhances PINK1/Parkin-associated mitophagy during NLRP3 inflammasome activation. LPS-primed PMs were pre-treated with muscone (50 μM, 0.5 h prior to ATP stimulation). FCCP (100 μM, 6 h) served as the positive control; 3-methyladenine (3-MA, 10 mM, 6 h), a PI3K inhibitor, served as the autophagy inhibitor. (**A**) Mitochondria–LC3B colocalization by immunofluorescence. Red: mitochondria (MitoTracker); green: LC3B; blue: nuclei (Hoechst). Scale bar: 8 μm. (**B**) Time-lapse live-cell imaging of mitochondria–lysosome fusion. Cells co-stained with MitoTracker Deep Red FM and LysoTracker Green. Time points indicate minutes post-ATP. Red: mitochondria; green: lysosomes. Scale bar: 10 μm. (**C**) Transmission electron microscopy. Upper panels: 10,000× (scale bar: 1 μm); lower panels: 30,000× (scale bar: 0.1 μm). Black arrowheads: cytoplasmic mitochondria; black arrows: mitochondria within autophagosomes. (**D**) Western blotting of mitochondrial fractions (LC3B-II, COX IV as loading control) and whole-cell lysates (PINK1, Parkin, GAPDH). (**E**) IL-1β levels in cell supernatants by ELISA. Representative images and blots from three independent experiments are shown. Data are presented as mean ± SEM. ## *p* ≤ 0.01 vs. Control; ** *p* ≤ 0.01 vs. LPS + ATP using one-way ANOVA followed by Tukey’s multiple-comparison post hoc test.

**Figure 6:**
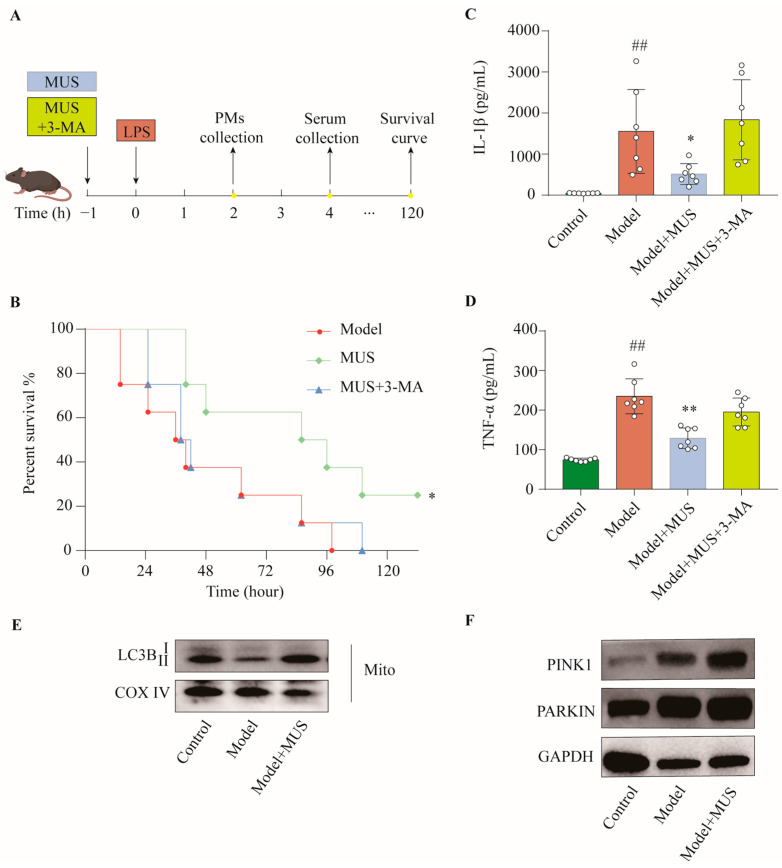
Muscone enhances PINK1/Parkin-associated mitophagy in LPS-challenged mice. (**A**) Experimental design: C57BL/6J mice received intraperitoneal (i.p.) LPS (25 mg/kg for survival, 20 mg/kg for cytokine and biochemical analyses) to induce endotoxemia. Muscone (30 mg/kg, i.p.) with or without 3-MA (15 mg/kg, i.p.) was administered 1 h before LPS challenge. (**B**) Survival curves (*n* = 8 per group), analyzed by log-rank test. (**C**,**D**) Serum IL-1β (**C**) and TNF-α (**D**) levels at 4 h post-LPS (*n* = 7). (**E**,**F**) Western blotting of peritoneal macrophages isolated at 2 h post-LPS (*n* = 3); (**E**) mitochondrial LC3B-II and COX IV (loading control). (**F**) PINK1, Parkin, and GAPDH (loading control). Representative blots from three independent experiments are shown. Data are presented as mean ± SEM. ## *p* ≤ 0.01 vs. Control; * *p* ≤ 0.05, ** *p* ≤ 0.01 vs. LPS using one-way ANOVA followed by Dunnett’s multiple-comparison post hoc test.

**Figure 7:**
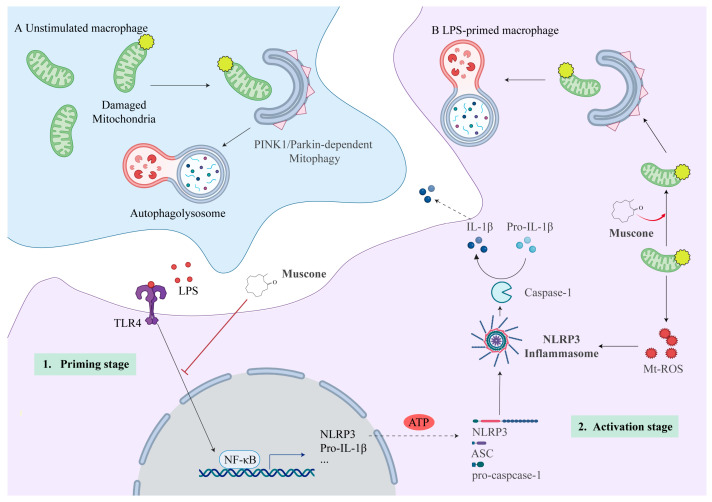
Schematic diagram illustrating the dual mechanism of muscone in suppressing NLRP3 inflammasome activation. (**A**) Under unstimulated conditions, PINK1/Parkin-associated mitophagy maintains mitochondrial homeostasis by clearing damaged mitochondria, ensuring mitochondrial quality control. (**B**) In LPS-primed macrophages, NF-κB activation upregulates NLRP3 and pro-IL-1β expression (priming). Concurrently, impaired PINK1/Parkin-associated mitophagy results in accumulation of damaged mitochondria and excessive mt-ROS, which fuels NLRP3–ASC–pro-caspase-1 complex assembly (activation). Muscone targets both processes: it inhibits NF-κB signaling to suppress priming and enhances PINK1/Parkin-associated mitophagy to eliminate damaged mitochondria and disrupt inflammasome assembly. (Created in BioRender. Qian, J. (2026) https://BioRender.com/nr89osk accessed on 15 May 2026).

## Data Availability

The original contributions presented in this study are included in the article and Supplementary Material. Further inquiries can be directed to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ph19060816/s1, Figure S1: Muscone-MTT; Table S1: RNA-seq data.

## Abbreviations

The following abbreviations are used in this manuscript:

NLRP3	NOD-like receptor protein 3
ASC	apoptosis-associated speck-like protein containing a CARD
LPS	lipopolysaccharide
NF-κB	nuclear factor kappa B
IL-1β	interleukin-1β
TNF-α	tumor necrosis factor-α
3-MA	3-methyladenine
FCCP	carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone
LC3B-II	microtubule-associated protein 1 light chain 3B-II
mt-ROS	mitochondrial reactive oxygen species
PINK1	PTEN-induced putative kinase 1

# Supplementary material for: Muscone Promotes PINK1/Parkin-Associated Mitophagy to Suppress NLRP3 Inflammasome Activation: Implications for Endotoxemia Therapy
**Source:** Pharmaceuticals (Basel). 2026 May 23;19(6):816. doi: 10.3390/ph19060816
**Supplement:** Supplementary file 1

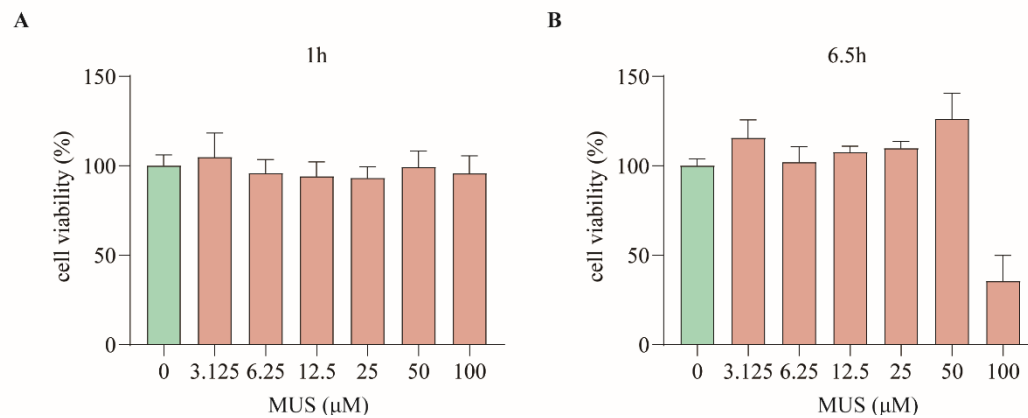

**Figure S1.** The effects of muscone on the viability of peritoneal macrophages. Peritoneal macrophages were treated with different concentrations of muscone for 1 h or 6.5 h, respectively. Cell viability was assessed by MTT. **(A)** 1 h; **(B)** 6.5 h. Data are presented as mean  $\pm$  standard error of the mean (SEM) from three independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

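RNA-seq was performed on peritoneal macrophages of C57BL/6J mice in 3 groups, untreated (Control), LPS + ATP (Model) and muscone-treated (MUS), with 2 libraries per group. Groups and replicates were taken from the sample labels and the paper's methods. The authors deposited one table of FPKM, with 1 column per library, which the methods say was quantified with RSEM. The methods name no RSEM version, aligner, genome build or annotation. The authors called DEGs with DESeq2 1.20.0. From the values, FPKM times gene length is a whole multiple of one step in each library, within a tolerance of 0.1 of that step. The FPKM thus derive from whole fragments per gene and a per-million scale that the paper's text does not describe. Gene positions were compared with GENCODE M21 on GRCm38, whose transcripts also gave the GC content of each gene. All 6 per-library columns were used, and 0 columns had no sample.

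The recovered fragments on genes had group medians of 16438990 in Control, 15527950.5 in Model and 16352048 in MUS. Between 17406 and 24906 genes had at least 1 fragment in a library. Recovered fragments cover counting error only. A gene of 1 kb with 3 fragments, the limit that a count of 0 allows, would have between 0.131 and 0.213 FPKM, depending on the library. The result for one gene is not reported here.

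Values were analysed in R 4.3.3 with limma 3.58.1. Files and figures were prepared in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9. The fit used lmFit, contrasts.fit and eBayes with a mean-variance trend on log2(FPKM + 1) of the 9794 genes with a mean FPKM of at least 1, with all 6 libraries in one model of 3 groups. This leaves 3 residual degrees of freedom, to which limma added 4.04 prior degrees of freedom. p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison. DEGs needed an adjusted p of at most 0.05 and an absolute log2 fold change over 1. DESeq2 was not run, although the recovered fragments could have served as counts, so the paper's own method was not repeated. The recovered fragments were used with voom in an alternative.

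The sample labels give the replicate number of each library as its batch. Whether replicates of the same number go together was checked with the differences between replicate 1 and replicate 2, correlated across genes between groups. The correlation was 0.12 for Control and Model, 0.14 for Model and MUS and -0.09 for Control and MUS. The replicate number was used as a block in an alternative and not in the fit itself, a choice fixed before the data were examined.

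The fit was tested on simulated data with the spread estimated from the libraries. The changed genes were drawn among the more highly expressed genes, so the shares called do not apply to genes with a low FPKM such as Pink1. With 200 of 9794 genes changed, 138 changed genes and 20 of the 9594 unchanged genes were called. In this single draw, unchanged genes made up more of the calls than the adjusted p threshold of 0.05 allows on average. The calls included 64 of 67 genes with a log2 change of 3, 48 of 67 with a change of 2 and 26 of 66 with a change of 1.5. All changed genes had the right direction (100%), and the median estimate was 0.973 times the true change. With 0.25 times the spread, 200 of 200 changed genes and 0 unchanged genes were called. With 1500 changed genes, all with a log2 change of 2 or 3 in either direction, 1465 were called together with 47 of 8294 unchanged genes. Of 200 random lists of 12 genes, 2.5% had a camera p under 0.05. The simulated genes varied independently, so this share does not cover lists of genes that vary together. A slope of 0.5 on log2 gene length put into one library fell to 0.00207 after the gene-length correction.

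The genes named are every gene that the paper names for this experiment or lists as shared, the genes of proteins that the paper measured in the same cells, and for each comparison the 3 largest increases and the 3 largest decreases among DEGs whose libraries do not overlap between the groups. Other genes named are said to have been chosen after their values were seen. Near-identical copies were sought by counting the 50-base stretches of a gene's transcripts that also occur in transcripts of another gene.

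Of 11 gene lists, 6 had at least 3 genes tested. They are the 13 mitochondrially encoded protein genes (12 tested), 73 nuclear genes of oxidative phosphorylation (73 tested), 59 mitophagy genes (55 tested), 10 genes of the NLRP3 inflammasome (10 tested), 20 genes of NF-κB priming (20 tested) and 13 genes copied from ribosomal RNA or repeats (9 tested). The other lists were markers of cells that can accompany peritoneal macrophages. Of these, 2 T and innate lymphocyte genes, 2 B cell genes, 2 neutrophil genes, 1 eosinophil gene and 0 mast cell genes passed the FPKM filter, so these lists were not tested as sets. Their median log2 fold changes in MUS vs. Model were 0.29, -0.11, -0.02 and 0.03 for the first 4, and 0.38, 0.51, 0.69 and -0.83 in Model vs. Control. The KEGG and GO gene assignments behind the paper's enrichment were not used here beyond the genes that Table S1 prints for each term. The sheet of downregulated genes in Model vs. Control, of which 844 of 845 genes were at hand, was used for no overlap.

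The sample mapping, the tests, the gene lists and most alternatives were fixed before the data were examined, although Table S1, which gives values of the authors' DEGs from the same libraries, had been read. These alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, rescaling without the mitochondrial and the 20 highest genes, fitting only the 2 groups compared, no trend, the replicate number as a block, the adjusted p alone, corrections for gene length and for GC content (loess with a span of 0.3 within each library) with and without the block, voom on the recovered fragments, fry or an estimated correlation in place of camera's preset one, the log2 ratio of mean FPKM, and leaving out each library in turn. Scaling by fragment totals, and the GC and gene-length corrections together with and without the block, were chosen after seeing the data.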

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

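The comparison with sequencing depth was chosen after its value was seen, and the tests on receptor genes and on the X chromosome were chosen before their values were seen but after the number of genes detected was.

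The paper does not report a comparison of muscone-treated with untreated cells. In MUS vs. Control, 1980 genes were called by limma at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change over 1 (1107 higher, 873 lower). Of the 1475 genes called in Model vs. Control, 1238 (83.9%) were also called in MUS vs. Control, all 1238 in the same direction, while 742 genes were called in MUS vs. Control alone and 237 in Model vs. Control alone. Genes called in one comparison alone are not shown to differ between MUS and Model, since no gene was called in MUS vs. Model (825 genes had an unadjusted p under 0.05). The log2 fold changes of the 2 comparisons correlated across genes with r = 0.91. Both comparisons share the Control libraries, and with 3 unchanged groups this alone gave a mean r of 0.50 and at most 0.51 in 20 simulations. The count depended on the filter and the scaling, from 456 with no filter on low values to 2691 with fragment-total scaling, which was chosen after seeing the data. These values are consistent with a response to LPS and ATP that was largely shared by the Model and MUS cells, which is the biological explanation that the design gives. The response to muscone alone cannot be separated from it, because no group received muscone without LPS and ATP.

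Model replicate 1 differed from the other libraries in the number of genes detected. At least 1 fragment was found on 24906 genes in this library and on between 17406 and 19200 genes in the other 5. Odorant, vomeronasal and trace amine receptor genes, families expressed in sensory neurons, had a fragment for 739 of 1750 genes, against between 38 and 61 in the other libraries. Deeper sequencing is argued against by the depth, since Model replicate 1 had 15529580 fragments on genes, fewer than 4 of the other 5 libraries. Genomic DNA in the library is a candidate explanation that remains open. On genes without a fragment in the other 5 libraries, the fragments per kilobase on the X chromosome were 0.598 times those on autosomes (bootstrap over genes, 0.506 to 0.692), near the ratio of 0.5 that the DNA of male cells would give. All libraries had Y-linked transcripts such as Ddx3y (13.9 to 30.6 FPKM), and Xist was at 0.00395 FPKM or less. In the other libraries the same ratio ranged from 0.368 to 0.902, but on only 15 to 80 fragments on the X chromosome, against 705. On Y-linked genes the density was 0.173 times that on autosomes, below the ratio of 0.5. Whether the many near-identical copies on the Y chromosome lower this value was not tested. The fragments on these genes numbered 24154, a small part of the library. Gm10800, a gene of the paper's shared list, had 2195 FPKM in this library and at most 4.70 FPKM in the others. As a single library shows the pattern, no biological explanation was tested.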

How the results depend on the processing

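The results depended on the filter, the scaling and the libraries fitted more than on the other choices, as far as the counts of DEGs show. Leaving aside the fits that left out a library, 243 of 288 recomputed values of DEG counts and gene lists kept their direction and their side of the threshold (for a count, stayed within 1.5 times). Of the others, 6 were weaker, 5 stronger, 14 moved and 20 reversed. For single genes, 651 of 691 values were the same, 25 weaker, 2 stronger, 1 moved and 12 reversed. Except where a reason is given, the cause was not tested.

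With no filter on low values, 30192 genes were tested in place of 9794. The counts were then lower, at 260 DEGs in Model vs. Control, 456 in MUS vs. Control and 6 of the shared list in Model vs. Control. The added genes raise the number of tests and also enter the spread that limma estimates across genes. These effects were not told apart. The median log2 fold change of the mitophagy genes in Model vs. Control then passed the threshold at -0.11 (limma camera adjusted p = 0.0225). The share of DEGs that were upregulated was 87.7% in Model vs. Control, against 63.1% with the filter, and 73.5% against 55.9% in MUS vs. Control. With a mean FPKM of at least 5, these shares were 74.8% and 67.8%, the median of the mitophagy genes in Model vs. Control was 0.12, and that of the NLRP3 genes in MUS vs. Model was 0.0138.

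With a pseudocount of 0.1, 1 gene was a DEG in MUS vs. Model and 1 was shared between the comparisons, in both cases mt-Tn. With only the 2 groups compared in the fit, Model vs. Control gave 797 DEGs. MUS vs. Model gave 7 DEGs, which were Vegfa, mt-Tn, mt-Tc, Gm22770, Gm27415, Gm24494 and Snora30, with 2 shared DEGs (mt-Tn and Snora30) and 1 gene of the shared list (Vegfa). The NF-κB priming genes in MUS vs. Model passed the threshold there at a median of -0.19 (camera adjusted p = 0.0158). Apart from Vegfa, the DEGs named here were chosen after their values were seen. Each of them had 0 FPKM in both libraries of 1 group and at most 7.45 FPKM in the other, so these calls rest on values near the floor.

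With the replicate block, MUS vs. Model gave 4 DEGs (Mir23b and Snord55 lower, mt-Tn and Gm23369 higher, chosen after their values were seen), and 1 of them, mt-Tn, was shared. The block changed no other call on a DEG count or a gene list. With the gene-length correction, mt-Te, with 0 FPKM in both MUS libraries, was the 1 DEG in MUS vs. Model and the 1 shared DEG. With this correction, with or without the block, Il1b in MUS vs. Model was at 0.0118, the nuclear genes of oxidative phosphorylation at 0.00856 and the mitophagy genes at 0.0297. With the GC correction, with or without the block, Casp1 in MUS vs. Model was at -0.0835, Map1lc3b at 0.0802 and the mitophagy genes at 0.10. With both corrections, with or without the block, the mitophagy genes were at 0.12.

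Scaling mattered most in Model vs. Control. Rescaling without the mitochondrial and the 20 highest genes shifted the median of all genes to -0.46, and fragment-total scaling to -0.40, against 0.04 as deposited. The share of DEGs that were upregulated fell from 63.1% to 24.6% and 29.4%, and it was 49.7% with quantile normalization. In MUS vs. Control these shares were 55.9%, 26.8%, 27.4% and 44.5% in the same order, with shifts to -0.40 and -0.39. With the rescaling, Model vs. Control had 2374 DEGs, Pycard was at -0.27, the nuclear oxidative phosphorylation genes at -0.38 and the NLRP3 genes at 0.51 (past the threshold, camera adjusted p = 0.0238). The values in MUS vs. Model were then 0.0728 for Map1lc3b and the mitophagy genes and 0.0697 for the NLRP3 genes. With fragment-total scaling, the values in Model vs. Control were -0.19 for Pycard, -0.30 for the nuclear oxidative phosphorylation genes and 0.59 for the NLRP3 genes (camera adjusted p = 0.0330). In MUS vs. Model they were 0.00224 for Map1lc3b and the mitophagy genes and 0.00883 for the NLRP3 genes. Median-of-ratios scaling gave 0.00504 for the latter. With quantile normalization, the nuclear oxidative phosphorylation genes were at -0.12 and the mitophagy genes at -0.34 (camera adjusted p = 0.0151) in Model vs. Control, while in MUS vs. Model Il1b was at 0, Map1lc3b and the mitophagy genes were at 0.0397 and the NLRP3 genes at 0.0488.

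With fry and with an estimated correlation in place of camera's preset one, the medians are the same by construction, but the mitochondrially encoded genes (-1.21 in Model vs. Control, -1.22 in MUS vs. Model) and the NF-κB priming genes in Model vs. Control (3.26) no longer passed the threshold.

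Across the fits that each left out one library, for which no test was made, between 1238 and 1451 of the DEGs in Model vs. Control and between 1641 and 1932 in MUS vs. Control kept their sign and a size over 1. In Model vs. Control, the median of the mitophagy genes went from -0.20 (without Control replicate 2) to -0.0602 (without Model replicate 2), that of the NLRP3 genes from 0.85 to 1.44 (without Model replicate 2), that of the nuclear oxidative phosphorylation genes from -0.14 (without Model replicate 1) to 0.62 and Pycard from -0.20 (without Model replicate 1) to 0.83. For MUS vs. Model, the lowest values came without Model replicate 2 and the highest without Model replicate 1. The ranges were -0.15 to 0.0841 for the mitophagy genes, -0.23 to 0.15 for the NLRP3 genes, -0.51 to 0.34 for the nuclear oxidative phosphorylation genes, -0.51 to -0.17 for the NF-κB priming genes, -0.50 to 0.19 for Il1b, -0.92 to 0.12 for Pycard, -0.24 to 0.22 for Map1lc3b and -0.24 to 0.27 for Casp1. Leaving out MUS replicate 1 also changed the direction of the mitophagy genes, Map1lc3b and Casp1, and leaving out MUS replicate 2 that of the mitophagy and NLRP3 genes. The mitochondrially encoded genes stayed below 0 in both comparisons in each of these fits and under each alternative run on gene lists, which voom was not, with medians from -1.30 to -1.08 in Model vs. Control and from -1.44 to -0.95 in MUS vs. Model when a library was left out. The NF-κB priming genes stayed between 2.18 and 4.49 in Model vs. Control, and between 19 and 20 genes of the shared list kept their sign and a size over 1 there.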

Differences from the paper's values

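In Model vs. Control, 545 genes were downregulated here against the paper's 845. Of the 15 alternatives set before the data were examined, 7 did not differ from the paper's count by the same criterion, namely median-of-ratios scaling, quantile normalization, the replicate block, the adjusted p alone, the gene-length correction, the replicate block with the gene-length correction and voom on the recovered fragments. With the other 8, a difference remained. Among these, rescaling without the mitochondrial and the 20 highest genes gave 1790 downregulated genes, more than the paper's 845.

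In MUS vs. Model, 0 genes were DEGs here against the paper's 94, with 0 upregulated against the paper's 10 and 0 downregulated against the paper's 84. An unadjusted p under 0.05 was found for 825 genes. The number of shared DEGs was 0 against the paper's 26. None of the 15 alternatives, which did not include DESeq2, closed these gaps. They gave between 0 and 7 DEGs, between 0 and 5 upregulated genes, between 0 and 2 downregulated genes in this comparison, and between 0 and 2 shared DEGs. When only the MUS and Model libraries were fitted, Vegfa, 1 of the paper's DEGs, was called (log2 fold change 2.88, limma adjusted p = 0.0346). Over these alternatives and those added later, no other DEG of the paper was called in MUS vs. Model.

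The log2 fold change of Pink1 in MUS vs. Model was -1.22 on the log2(FPKM + 1) scale against the paper's -1.63 in Table S1, which is the log2 ratio of the mean FPKM. On that scale the value here was -1.63 as well. With a pseudocount of 0.1 it was -1.56 and with voom on the recovered fragments -1.60, and these 3 settings fall within the paper's value. The other 16 of the 19 alternatives set before the data were examined, the 4 that left out a library included, did not.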

Other observations

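The tests on the LPS-induced transcripts of Control replicate 2 and on GC trends between replicates were chosen after the results were seen, fragment-total scaling was chosen after seeing the data, and the tests on the mitochondrially encoded transcripts, Pink1 and histone genes were set before their own values but after the decreases they bear on had been seen.

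Mitochondrially encoded transcripts were lower in MUS than in Model (median log2 fold change -1.22, 11 of 12 genes), though not past the threshold with fry or an estimated correlation. The tables argue against GC content bias between libraries as the cause, since the median was -1.32 after the GC correction. The 12 genes have a GC content between 33.0% and 41.1%, below the median of 49.3% of all genes tested. Across genes, log2 fold changes in MUS vs. Model fell with GC content (Spearman's rho -0.40), so this trend would raise genes of low GC content. The tables also argue against the authors' library scaling, since the median was -1.21 with fragment-total scaling and -1.22 with median-of-ratios scaling. On the deposited scale, the SD between replicates was 0.29. Stretches shared with other genes are a limit for 7 of the 12 genes, whose median was -0.84, while the 5 genes that share under 10% of their stretches had a median of -1.38. A lower level of mitochondrial transcripts in muscone-treated cells remains open as a hypothesis, as does another difference between the libraries. The pattern does not tell fewer mitochondria from less transcription, which was not tested.

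Pink1 mRNA was lowest in the MUS libraries, while the paper reports higher PINK1 protein after muscone treatment, in whole-cell lysates of stimulated macrophages (Figure 5D) and in macrophages of LPS-challenged mice (Figure 6F), which are other experiments and another measure. GC content bias was tested because Pink1 has a GC content of 57.6% against a median of 49.3% of all genes tested. After the GC correction the log2 fold change in MUS vs. Model was -0.90 (limma adjusted p = 0.643), so a GC trend may account for a part of the difference. The SD between replicates was 0.20 before the correction. A decrease remained after the correction, but with 2 libraries per group it cannot be told from chance. Over all alternatives with a test, the limma adjusted p of Pink1 in MUS vs. Model was never below 0.272.

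Genes of higher GC content were lower in MUS than in Model. Across 8639 genes, which are not independent replicates, Spearman's rho between GC content and the log2 fold change was -0.40, and it was 0.35 with gene length. The 84 genes that the paper lists as downregulated had a median GC content of 56.5% and a median length of 1988.5 bases, against 49.3% and 3910 bases for all genes tested. A GC trend that differs between libraries whatever their group is a candidate explanation, because the difference between the 2 MUS replicates, which had the same treatment, followed GC content with a rho of -0.64. The same rho was 0.28 between the Control replicates and 0.00566 between the Model replicates, whose difference followed gene length instead (rho -0.56). After the GC correction, 674 genes had an unadjusted p under 0.05 in MUS vs. Model, against 825 without it.

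Control replicate 2 held LPS-induced transcripts. Of the 20 genes of NF-κB priming, a list fixed before the table was read, all 20 were higher in Control replicate 2 than in Control replicate 1, by a median of 6.95-fold. Il1b was at 34.2 and 0.550 FPKM and Tnf at 183 and 8.62 FPKM in Control replicates 2 and 1. Reads or RNA carried over from a stimulated library would give one constant share of the stimulated level. Above the level of Control replicate 1, the share of Model replicate 2 found in Control replicate 2 ranged from 0.00171 to 0.906 over the 20 genes. Its 90th percentile was 42.2 times its 10th percentile, while the ratio between any 2 stimulated libraries gave at most 3.36 for the same genes, which argues against carry-over as the whole cause. Genomic DNA in the library is argued against as well, since 42 receptor genes had a fragment in Control replicate 2 and 61 in Control replicate 1. A low activation of the cells in this replicate remains open and was not tested further. With Control replicate 2 left out, 1451 of the 1475 DEGs in Model vs. Control kept their sign and a size over 1, and the median of the NF-κB priming genes was 4.49 in place of 3.26.

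Genes that carry copies of ribosomal RNA or of repeats had a median log2 fold change of -2.67 in MUS vs. Model (8 of 9 genes lower, limma camera adjusted p = 5.57e-07, fry 0.0467, estimated correlation 0.0739), and of -0.23 in Model vs. Control (camera adjusted p = 0.552). The list was drawn up with Table S1 at hand, so these p-values are not independent evidence, and the decreases of 2 members, Gm10800 and Gm10801, rest on Model replicate 1 (2195 and 17.0 FPKM, against 2.05 and 0 in Model replicate 2). The ribosomal RNA gene CT010467.1 was at 273 and 439 FPKM in the Model libraries and at 13.5 and 50.3 FPKM in the MUS libraries. It is among the 3 largest decreases in MUS vs. Control with Gm23935 and Tmem86a (log2 fold changes of -4.25, -6.34 and -4.22). Of the 50-base stretches of CT010467.1, 69.1% also occur in other genes, as do 100% of the 8 stretches of Gm23935. The fragments of these 2 genes are therefore uncertain. Without the filter on low values, neither was a DEG in MUS vs. Control (limma adjusted p = 0.0625 and 0.0777). The mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 had log2 fold changes of -0.22 and 0.09 in MUS vs. Model. Stricter poly-A selection in the MUS libraries cannot be told apart from other causes. Replication-dependent histone genes, whose mRNA has no poly-A tail, had a median of -0.19 (5 of 6 genes lower), but the 2 Model replicates differed by 0.80 on the same genes.

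The genes of proteins that the paper measures in the same cells were compared at the RNA level. Nlrp3 had 29.8 ± 32.0 FPKM in Control, 186 ± 26.7 FPKM in Model and 290 ± 26.5 FPKM in MUS (SD, n = 2 each). Its log2 fold change was 3.15 in Model vs. Control (limma adjusted p = 0.0351) and 0.64 in MUS vs. Model (limma adjusted p = 0.880). Il1b and Tnf had log2 fold changes of -0.16 and -0.88 in MUS vs. Model (limma adjusted p = 0.988 and 0.894). Tnf rose by 4.89 in Model vs. Control (limma adjusted p = 0.0330) and Casp1 by 2.62 (limma adjusted p = 0.00878), and Casp1 changed by 0.01 in MUS vs. Model. With quantile normalization, Nlrp3 and Tnf were no longer DEGs in Model vs. Control (limma adjusted p = 0.0879 and 0.0717). The same held without the filter on low values (0.189 and 0.194) and with only 2 groups fitted (0.0774 and 0.0734). Il1b and Casp1 were no longer DEGs in Model vs. Control without the filter (limma adjusted p = 0.0707 and 0.0747). Rela had log2 fold changes of 0.85 and -1.23 (limma adjusted p = 0.170 and 0.463). Pycard had 0.31 and -0.40 (limma adjusted p = 0.570 and 0.820), and Map1lc3b had -0.64 and -0.00691 (limma adjusted p = 0.155 and 0.996). None of these genes was a DEG in MUS vs. Model, and 1 of them, Rela, had an unadjusted p under 0.05.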
